A study of Mus musculus with 4 samples. Its data were reported in "Stromal inflammation is a targetable driver of hematopoietic aging" (2023).

How the data were processed

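Live CD45-negative, Ter119-negative cells were sorted from the endosteum and the central marrow of C57BL/6 mice aged 10 weeks (young) or 24 months (old) and processed as 4 droplet libraries, with 1 library per age and location. The labels and the study's methods give different numbers of cells loaded per library, and neither was used. The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 2.1.1 on mouse build mm10 from 3' gene expression libraries, with no normalization. The study's methods state that a fixed number of top barcodes was kept per library. The matrices held 2300 barcodes for young central marrow, 2300 for old central marrow, 2300 for young endosteum and 2859 for old endosteum, over 31053 genes. Total UMIs were 41696785, 21005440, 18378522 and 27859724 in that order, and median UMIs per barcode were 12083.5, 5329, 6367 and 7370.

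Cells were filtered as the study states, keeping barcodes with 200 to 7000 genes, under 65000 UMIs and under 5.5% mitochondrial UMIs, which removed 283 of 9759 barcodes. Doublets were scored per library with the Scrublet routine of Scanpy. Its automatic threshold marked 44 barcodes (0.451%), so barcodes were removed that scored over the bound of the highest 6% in each library, a choice made after the scores were seen. Barcodes tied at that bound were kept, so fewer than 6% were removed and the share removed differed between libraries. That step took 127, 129, 128 and 116 of the barcodes in the order above, some of which also failed the filters. The 8996 cells left numbered 2068, 2122, 2118 and 2688. Genes were kept for clustering with more than 1 UMI in at least 5 cells. Counts were scaled to 10000 UMIs per cell and log-transformed, variable genes were chosen with a minimum mean of 0.0175, a maximum mean of 3 and a minimum dispersion of 0.5 (2442 genes), and UMIs, genes and mitochondrial UMIs were regressed out. Leiden clustering, in place of the Louvain clustering of the study, used 50 principal components, 10 neighbors and a resolution of 1 and gave 38 clusters. Stromal clusters were clustered again at a resolution of 0.3 on 1368 variable genes, which gave 14 clusters.

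Clusters were named from 22 marker lists written before the data were examined. A cluster took the list whose markers had the highest mean difference, on the log scale, from the median over clusters, provided that at least 3 of them exceeded that median by over 0.25. It stayed unnamed where markers of another class led its own among its 10 leading genes, or where its cells had under 1/3 of the median UMIs of their libraries and none of its markers among those genes. The classes are written with "-like" where the study's names MSC-L and MSC-S are used, because the labels give no cell types. Osteoblast-like, osteoprogenitor-like, cartilage-like and fibrous clusters were joined as osteochondral cells. A stromal cluster closest to MSC-S stayed unnamed, because its leading genes included more osteochondral than MSC-S markers. A cluster with leading haemoglobin genes among the stromal cells was set aside as mixed, with 13, 12, 6 and 13 cells in the order above. Another cluster, with 28 young and 22 old endosteal cells and led by Ccl21a and Des, could not be named in this way and was left out of the stroma.

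Shares of cells carry exact (Clopper-Pearson) 95% intervals, and a share of 0 the limit at a floor of 3 cells. For each class comparison with at least 20 cells in both libraries, UMIs were summed over the class in each library and given as counts per 1000000 UMIs of the sum (CPM). The log2 ratio of 2 sums carries the exact conditional 95% interval for 2 Poisson counts. Against a sum of 0 UMIs a bound at a floor of 3 UMIs over the class sum was given. No p-values were computed, since cells of 1 library are not replicates. Endothelial cells were too few for an age or location comparison of expression. The genes named were drawn, by a rule fixed before the data were examined, from the 12 highest and the 12 lowest per comparison by the interval bound nearest to 0. They had at least 50 CPM in 1 sum and 20 UMIs over both, and hematopoietic markers, sex-linked, ribosomal, mitochondrial, haemoglobin, immunoglobulin and predicted genes were excluded. Also open to naming, whatever their values, were the 2 highest and 2 lowest members of each gene list by the same bound. So were Il1a, Il1b, Il1rn, Il1r1, Tnf, Cxcl12, Kitl, Lepr, Ly6a, S100a8, S100a9, Col2a1, Adipoq, Xist and Ddx3y. Not all of these genes are given for every comparison. The age comparison of endosteal MSC-L-like cells and the location comparisons give only some of their highest and lowest genes, chosen by no fixed rule. The levels of Col2a1 and of matrix genes in other classes were added after their values were seen. Coordinates come from the GENCODE vM21 annotation of mm10, which matched 278 of 278 named genes by identifier.

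In all, 24 gene lists were fixed before the data were examined. They cover HSC niche factors, TNF and NF-kB response, interferon response, the IL-1 axis, complement and acute phase, adipogenic, osteogenic and chondrogenic genes, collagens and matrix, senescence, dissociation and immediate-early genes, endothelial endocytosis, endothelial adhesion, sinusoidal and arteriolar endothelium, apoptosis, cell cycle, class II antigen presentation, sex-linked genes, ribosomal proteins, oxidative phosphorylation, the mitochondrial genome, haemoglobin and immunoglobulin. A list is described by the median log2 ratio of its members with at least 10 UMIs over both sums, and by the percentile of that median among 10000 random lists drawn from genes matched in 10 bins of mean expression. For IL-1 genes the share of cells with a UMI was taken after thinning each cell to 2000 UMIs, with shallower cells left out (106 old central marrow MSC-L-like cells), beside the share in erythroid cells.

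The steps were tested on simulated Poisson sums with 200 genes changed by known folds, at the gene levels of all 4 libraries pooled. Such sums hold counting error only, so the values check the computation and not the spread between cells or animals. With the depths of the central marrow MSC-L-like comparison, over 9581 genes, 96.7% of intervals held the true ratio, and 73.0% of genes changed 2-fold and 89.0% of genes changed 4-fold had intervals outside 0. With the depths of the endosteal MSC-S-like comparison, over 5248 genes, the values were 96.9%, 54.0% and 87.0%. Alternatives were TMM factors (edgeR), DESeq2 size factors, totals without hematopoietic genes, the mean of per-cell CPM, cells thinned to 2000 UMIs (1000 for the IL-1 genes), no minimum count, doublets kept, a mitochondrial limit of 10%, at least 1000 UMIs per cell, no regression, resolutions of 2 and 0.6, and calls from markers without clusters. Added after the data were seen were the automatic Scrublet threshold, MSC-S with the unnamed cluster, EC without the cluster found in 1 library, the largest MSC-L cluster alone, and the age comparison of endosteal MSC-L-like cells. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The study's plate-based sequencing, flow cytometry and functional assays were not analysed here.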

Results

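Bone marrow stroma was profiled by droplet-based single-cell RNA sequencing in 4 libraries, with 1 library each from the central marrow and the endosteum of C57BL/6 mice aged 10 weeks (young) or 24 months (old). Central marrow cells came from flushed marrow plugs and endosteal cells from crushed bone chips digested for longer, and both were sorted as CD45-negative, Ter119-negative cells. The libraries held 41696785 UMIs (unique transcript counts) in young central marrow, 21005440 in old central marrow, 18378522 in young endosteum and 27859724 in old endosteum. After filtering, 2068, 2122, 2118 and 2688 cells remained, in the same order. Each age and location had 1 library, so no test between groups was made. The 95% intervals in square brackets cover counting error only, and differences between animals or preparations lie outside them.

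The first comparison asked which niche cells each location held at each age. Stromal cells were 32.9% [30.9, 34.9] of cells in old central marrow and 9.19% [7.98, 10.5] in young central marrow. At the endosteum the order was opposite, with 5.58% [4.74, 6.52] in the old library and 57.9% [55.7, 60] in the young library. Shares of all cells, here and below, also depend on how many erythroid cells passed the sort. Those were 39.9% of young and 89.9% of old endosteal cells, and 54.6% of young and 35.8% of old central marrow cells. Central marrow stroma was almost entirely MSC-L-like, a class defined by Lepr, Cxcl12, Adipoq and Kitl, the perisinusoidal mesenchymal stromal cells. These cells made up 174 of 190 young stromal cells (91.6%) and 667 of 698 old ones (95.6%), or 8.41% and 31.4% of all cells. The young endosteum was led by osteochondral cells, a class that joins osteoblast-like (OLC), osteoprogenitor-like (OPr), cartilage-like and fibrous clusters. They were 61.6% [58.8, 64.3] of stroma in the young endosteum and 20.7% [14.5, 28.0] in the old endosteum, and their share of all cells was 35.6% and 1.15%. A cartilage-like cluster led by Otor, Dlk1 and C1qtnf3 held 138 young and 0 old endosteal cells, and the tendon-like cluster marked by Tnmd and Scx held 21 young and 0 old. The cluster of bone-forming cells, marked by Bglap, Ifitm5 and Dmp1, held 68 of 2118 young and 15 of 2688 old endosteal cells. Within the stroma the order was opposite, at 5.55% [4.33, 6.98] in the young and 10.0% [5.71, 16.0] in the old endosteum.

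Endosteal MSC-S-like cells, marked by Ly6a (Sca-1), Pi16, Clec3b and Dpt, were 6.00% of all cells in the young library and 1.19% in the old library. Within the stroma alone the order was opposite, at 10.4% [8.71, 12.2] in the young and 21.3% [15.1, 28.8] in the old library. An unnamed cluster, closest to MSC-S and with Has1, Hbegf and Prg4 among its 10 leading genes, held 33 young and 37 old endosteal cells. With it, MSC-S-like cells were 13.1% of young and 46.0% of old endosteal stroma, and 7.55% and 2.57% of all cells. Endothelial cells (EC) were 8.88% of all cells in the young endosteum and 0.409% in the old endosteum. In the stroma they were 15.3% [13.4, 17.5] and 7.33% [3.72, 12.7]. An EC cluster marked by Gpihbp1, Car4 and Cd36, genes of capillary endothelium, held 113 young endosteal cells and none from the other libraries. Without that cluster the EC share of young endosteal stroma was 6.74% [5.34, 8.37]. Pericyte-like cells (Prc) were 1.79% of all cells in the young endosteum (38 cells) and 0.335% in the old endosteum (9 cells). Within the stroma the order was opposite, at 3.10% and 6.00%, and the old share was 11.4% at a mitochondrial limit of 10%. Central marrow held 11 EC in each library, or 13 young and 22 old EC with doublets kept, and no MSC-S-like cell among 190 young and 698 old stromal cells, which allows shares of up to 1.58% and 0.430% at a floor of 3 cells.

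**Figure D1:**
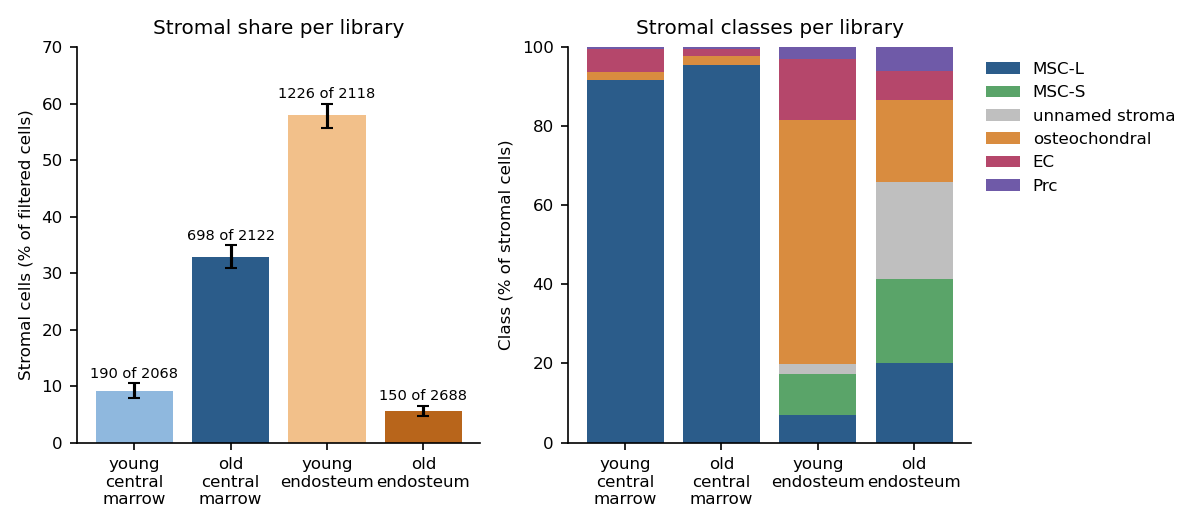
Left, stromal cells as a percentage of filtered cells in each of the 4 libraries, with exact 95% intervals and the cell numbers above the bars; right, the classes as percentages of the stromal cells of each library. The stromal share was 57.9% in young and 5.58% in old endosteum, and 9.19% in young and 32.9% in old central marrow.

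The other cells show what passed the sort. Erythroid cells, the red cell precursors, were 54.6% of young and 35.8% of old central marrow cells. They were 39.9% of young and 89.9% of old endosteal cells. Neutrophils, marked by S100a8 and S100a9, were 16.8% and 14.6% of young and old central marrow cells but 0.236% and 1.12% of endosteal cells. B cells made up 8.51% and 6.50% of young and old central marrow, and monocytes and macrophages 5.56% and 4.76%. Plasma cells, the antibody-secreting cells, were found in the old libraries alone, with 16 cells in central marrow and 41 at the endosteum. In the young libraries 0 plasma cells were seen, which allows shares of up to 0.145% and 0.142% at the same floor.

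The second comparison asked how the MSC-L-like cells of old central marrow differed from young ones, over 174 young and 667 old cells with 782222 and 2192115 UMIs. When all cells were clustered, 1 MSC-L cluster held 30 young and 650 old central marrow cells and another held 157 young and 28 old. Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068), a chemokine that draws B cells to follicles, was at 10.2 counts per 1000000 UMIs (CPM) in young and 492 in old cells, a log2 ratio of 5.59 [4.61, 6.80]. Cxcl5, a neutrophil chemokine, had 0 UMIs in young and 205 in old cells, at least 24.4-fold higher at a floor of 3 UMIs over the young sum. The pattern recognition protein Ptx3 was at 141 and 476 CPM (1.76 [1.48, 2.06]), and the acute phase protein Saa3 was also higher (2.22 [1.30, 3.32]). Other genes higher in old cells were the matricellular Smoc2 (3.06 [2.29, 3.95]), the microfibril gene Mfap5 (3.47 [2.21, 5.11]), Snhg11 (5.31 [4.08, 6.94]), the protease inhibitor Spint2 (3.75 [2.37, 5.65]), the lipid mediator enzyme Enpp2 (1.78 [1.19, 2.42]), Gdf10 (1.96 [1.34, 2.64]), Qpct (2.05 [1.40, 2.76]) and Gngt2 (1.92 [1.20, 2.73]).

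A protease inhibitor gene and a pair of interferon-induced genes led those lower in old central marrow MSC-L-like cells. A2m (ENSMUSG00000030111, chromosome 6, 121635376 to 121679227), a broad protease inhibitor, was at 66.5 and 2.28 CPM (-4.87 [-6.55, -3.55]). Ifitm1, an interferon-induced membrane protein, was at 164 and 14.6 (-3.49 [-4.09, -2.92]), and the interferon-induced chemokine Cxcl10 was at 164 and 24.6 (-2.73 [-3.22, -2.26]). The lipocalin Apod was at 252 and 50.6 (-2.31 [-2.66, -1.97]), and the procollagen protease Adamts2 was at 510 and 190 (-1.43 [-1.63, -1.22]). Also lower were the chemokine Ccl9 (-1.81 [-2.39, -1.24]), the heparan sulfatase Sulf1 (-2.01 [-2.43, -1.60]), the lectin Colec11 (-2.49 [-3.34, -1.68]), Mpped2 (-2.55), Ncald (-2.23), Fuca2 (-1.73) and Fam174b (-1.85). Ccl9 was also among the leading genes of the monocyte and basophil clusters. Ifitm1 was among those of the basophil cluster and of the stem and progenitor cluster. Cxcl12 and Kitl, which help maintain hematopoietic stem cells (HSC), were close in level. Cxcl12, which retains HSC in the marrow, was at 29645 and 27635 CPM (-0.10 [-0.12, -0.08]), and Kitl, the stem cell factor gene, at 599.6 and 546 (-0.13 [-0.29, 0.02]). Lepr (-0.28 [-0.43, -0.13]) and the adipokine gene Adipoq (-0.39 [-0.47, -0.31]) were slightly lower. Ly6a, which encodes Sca-1, was at 109 and 38.3 CPM (-1.5 [-1.96, -1.05]).

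**Figure D2:**
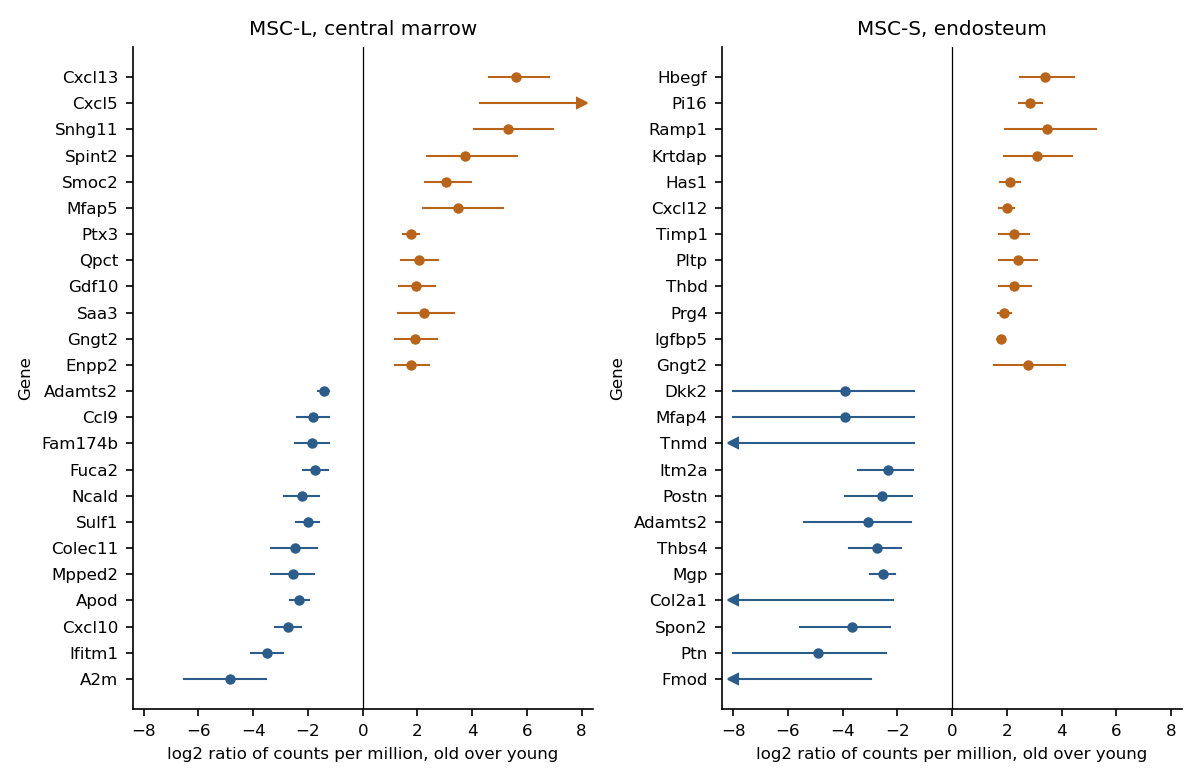
Log2 ratio of CPM, old over young, for the genes with the strongest bounds in MSC-L-like cells of central marrow (left) and MSC-S-like cells of the endosteum (right); points are ratios, lines are 95% intervals drawn to 8, and triangles mark genes with 0 UMIs in 1 sum. Cxcl13 stands at 5.59 and A2m at -4.87 on the left, and Hbegf at 3.41 and Ptn at -4.92 on the right.

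Gene lists fixed in advance put these genes in context, each set against 10000 random lists matched on expression. In central marrow MSC-L-like cells, 26 of 30 interferon response genes were lower in the old library, with a median log2 ratio of -0.40, below every random list. Ifi27l2a (-3.49 [-5.26, -2.03]) and the antiviral gene Rsad2 (-2.71 [-5.29, -0.58]) were the lowest, at -2.38 and -0.95 with doublets kept. Rsad2 and Isg15, both of this list, were also among the leading genes of erythroid clusters. Whether erythroid RNA adds to the lower interferon values was not tested. The TNF and NF-kB response list was near its random lists (median 0.09, percentile 85.3), with 14 of 25 genes higher. Immediate-early and heat shock genes, which tissue dissociation induces, were higher in 16 of 20 cases (median 0.47, above every random list). Jund (1.03 [0.89, 1.18]) and Fos (0.95 [0.77, 1.14]) were higher and Hsp90aa1 was lower (-0.94 [-1.16, -0.73]). Matrix genes were lower in 25 of 35 cases (median -0.15, percentile 1.76), ribosomal protein genes in 66 of 81 (median -0.16, percentile 0.01) and cell cycle genes in 13 of 15 (median -0.36, percentile 1.34). Adipogenic genes had a median of 0.13 (percentile 84.5), osteogenic genes -0.02 (43.4), HSC niche factors -0.03 (44.0) and senescence genes -0.04 (35.4). Of the 16 niche factors, 8 were higher and 8 lower, with 1 and 3 of them beyond 1.5-fold. Haemoglobin genes, a mark of erythroid RNA, were lower in the old library for all 4 members (median -1.07, below every random list). With doublets kept, that median was 0.58.

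The third comparison followed endosteal MSC-S-like cells with age, over 127 young and 32 old cells with 515391 and 141527 UMIs. Matrix genes were among those lower in the old library. Fmod, a collagen-binding proteoglycan, had 106 UMIs in young and 0 in old cells, at least 9.70-fold lower. The heparin-binding growth factor Ptn was at 213 and 7.07 CPM (-4.92 [-10.23, -2.41]), the matrix protein Spon2 at 355 and 28.3 (-3.65 [-5.54, -2.27]) and the mineralization inhibitor Mgp at 1742 and 304 (-2.52 [-3.00, -2.08]). Thbs4 of tendon (-2.75 [-3.77, -1.88]), periosteal Postn (-2.56 [-3.90, -1.48]), Adamts2 (-3.09 [-5.39, -1.5]) and Itm2a (-2.35 [-3.44, -1.44]) were lower too. Tnmd, a tendon gene, had 37 and 0 UMIs, at least 3.39-fold lower, and the Wnt inhibitor Dkk2 and the microfibril gene Mfap4 each had 55 UMIs in young and 1 in old cells (-3.92 [-9.25, -1.38]). Tnmd, Thbs4, Postn and Mfap4 were also among the leading genes of the tendon-like cluster, which held 21 young and 0 old endosteal cells. Whether such cells within the young MSC-S-like class add to these ratios was not tested. All 13 measured osteogenic genes were lower in the old library (median -1.46, below every random list), among them Sparc (6839 and 2480 CPM, -1.46) and Bglap (-1.46). Bglap rested on 10 young and 1 old UMIs, and its CPM intervals overlapped ([9.30, 35.7] and [0.179, 39.4]). Chondrogenic genes were lower in 7 of 8 cases (median -1.77, percentile 0.08, or -1.32 with genes at 0 UMIs at their bounds). In erythroid cells of the young and old endosteum Sparc was at 155 and 6.95 CPM and Bglap at 7.14 and 1.24, beside 19.4 and 7.07 for Bglap in MSC-S-like cells. Fmod was at 11.8 and 0.248, Mgp at 105 and 11.3, and Col3a1 at 12.4 and 2.11 in the same erythroid cells. Those cells were deeper, at medians of 9162.5 and 7541 UMIs beside 3665 and 3920 in MSC-S-like cells. CPM is thus not a like measure of free RNA (RNA from other cells) per cell. Bglap had 72 UMIs in 846 young and 30 in 2417 old erythroid cells, beside 10 in 127 and 1 in 32 MSC-S-like cells. Bglap in MSC-S-like cells therefore cannot be told apart from free RNA. Collagen and matrix genes were lower in 29 of 38 cases (median -0.42, below every random list), with Col3a1 at 7656 and 2650 CPM (-1.53 [-1.69, -1.38]). Fbn1 was higher (0.77), but lower with the unnamed cluster counted (-0.18) or doublets kept (-0.10).

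Among the genes higher in old endosteal MSC-S-like cells, Hbegf (ENSMUSG00000024486, chromosome 18, 36504927 to 36515805), a ligand of the EGF receptor, was at 25.2 and 268.5 CPM (3.41 [2.47, 4.44]). That ratio was 0.95 with the unnamed cluster counted and 0.94 with doublets kept. Pi16, a marker of stem-like fibroblasts, was at 151 and 1095 (2.86), the hyaluronan synthase Has1 at 241 and 1039 (2.11), the protease inhibitor Timp1 at 97.0 and 466 (2.27 [1.71, 2.83]) and the lubricin gene Prg4 at 539 and 2028 (1.91). Igfbp5 (1.78 [1.63, 1.94]), Pltp (2.40), Thbd (2.28), Ramp1 (3.45 [1.92, 5.26]), Krtdap (3.09 [1.90, 4.40]) and Gngt2 (2.78) were higher as well. Pi16 and Has1 are also markers that define the class. With the unnamed cluster counted, Pi16 was at 1.85, Thbd at 1.43, Igfbp5 at 0.93 and Gngt2 at 1.25. Cxcl12 was at 417 CPM in young and 1660 in old cells (1.99 [1.72, 2.27]), beside 17.2 and 21.6 in erythroid cells and 31373 in old MSC-L-like cells at the endosteum. In the interferon list 16 of 19 genes were lower (median -1.17, percentile 0.005, or -0.72 with the 3 genes at 0 UMIs set at their bounds), including the class I gene H2-D1 at 1449 and 643 CPM (-1.17 [-1.5, -0.86]). TNF and NF-kB response genes were higher in 15 of 24 cases (median 0.34, percentile 99.6). Cebpd, a transcription factor of the acute phase, was at 679 and 1208 CPM (0.83 [0.56, 1.10]), while the cytokine gene Il6 was lower (-2.72 [-5.81, -0.79]). The dissociation list had a median of 0.29 (percentile 99.7), which was -0.01 with the unnamed cluster counted. HSC niche factors had a median of -0.59 (percentile 0.40), and the haemoglobin genes one of 0.96 (percentile 99.9).

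MSC-L-like cells of the endosteum allowed a further age comparison, added after the data were seen, over 85 young and 30 old cells. Cxcl10 was at 75.4 and 1614 CPM (4.42 [3.79, 5.11]), Cxcl1 at 318 and 1388 (2.13 [1.75, 2.51]), Cxcl9 at 82.0 and 356.5 (2.12 [1.35, 2.91]) and Cxcl14 at 3795 and 9025 (1.25 [1.12, 1.37]). The interferon-induced GTPase gene Iigp1 (1.69 [1.09, 2.30]), complement C3 (1.59 [0.93, 2.25]) and Smoc2 (2.93 [1.5, 4.57]) were higher, as were the opioid precursor gene Penk (4.98 [2.95, 8.11]) and the desaturase gene Scd1 (3.62 [2.40, 5.05]), which were at 1.36 and 2.04 with doublets kept. The Wnt antagonist gene Sfrp4 was at 1919 and 497 CPM (-1.95 [-2.38, -1.54]) and Ifitm1 at 171 and 18.8 (-3.18 [-6.27, -1.26]). Cartilage genes were lower in the old library for 11 of 12 members, led by Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695), the collagen of cartilage, with 169 and 0 UMIs, at least 19.7-fold lower, although with doublets kept the log2 ratio was -0.23. In the young endosteum Col2a1 was also at 108 CPM in erythroid cells, 96.8 in EC and 120 in MSC-S-like cells, beside 554 in MSC-L-like and 15632 in osteochondral cells. Erythroid cells there were deeper than MSC-L-like cells, at medians of 9162.5 and 3316 UMIs, so their CPM is not a like measure of free RNA per cell. TNF and NF-kB response genes were higher in 15 of 24 cases (median 0.22, percentile 98.7). Interferon genes were higher in 14 of 20 cases (median 0.20, percentile 95.3) and osteogenic genes lower in 14 of 18 (median -0.65, percentile 0.04), but the osteogenic median was 0.32 with doublets kept. Cxcl12 (0.26 [0.20, 0.32]) and Kitl (-0.17 [-0.68, 0.32]) were again close in level.

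The last class comparison set endosteal against central marrow MSC-L-like cells at each age. Immediate-early genes were higher at the endosteum at both ages. In young mice Fos was at 357 CPM in central marrow and 8522 at the endosteum (4.58 [4.40, 4.76]), Egr1 at 57.5 and 1253 (4.45 [4.0, 4.92]) and Cxcl1 at 2.56 and 318 (6.96 [5.07, 10.03]). Atf3 (5.84), Klf4 (5.47) and Ier3 (5.08) followed the same direction. In old mice Cxcl10 was at 24.6 and 1614 CPM (6.03 [5.58, 6.50]) and the metallothionein gene Mt2 at 311 and 4419 (3.83), and Myc (4.28), Nr4a1 (4.85) and Btg2 (4.28) were also higher. The dissociation list had medians of 3.34 in young and 2.78 in old mice, with 21 of 21 and 20 of 21 genes higher at the endosteum. The TNF and NF-kB list had medians of 1.23 and 2.04, and all 4 medians lay above every random list. Within the largest MSC-L cluster alone, the dissociation medians were 1.75 and 0.72 and the TNF medians 0.26 and 0.14, with Cxcl1 at 2.15 and 2.39 and Atf3 at 2.88 in young mice, and Cxcl10 at 3.95, Mt2 at 2.30, Nr4a1 at 2.04 and Btg2 at 1.12 in old mice. An MSC-L cluster led by Cxcl10, Rgs16 and Ccl2 held 35 of 85 young and 10 of 30 old endosteal cells of the class, but 0 young and 1 old from central marrow. Haemoglobin genes had medians of -0.22 in young and 1.38 in old mice, with 4 of 4 higher at the old endosteum, and the young median was 1.37 with doublets kept. Interferon genes were lower at the young endosteum in 27 of 29 cases (median -0.59, or -0.32 in the largest cluster alone) and at the old endosteum in 16 of 28 (median -0.05, percentile 69.4). In young mice the class I gene H2-K1 was at 4651 and 2568 CPM (-0.86), and the bone sialoprotein gene Ibsp was at 9492 and 4041 (-1.23 [-1.32, -1.14]). In old mice Cxcl13 was at 492 CPM in central marrow and 28.1 at the endosteum (-4.13 [-6.41, -2.58]), and the matrix gene Tnc at 1269 and 375 (-1.76). Endosteal cells were digested for longer than central marrow cells, so location and digestion went together.

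**Figure D3:**
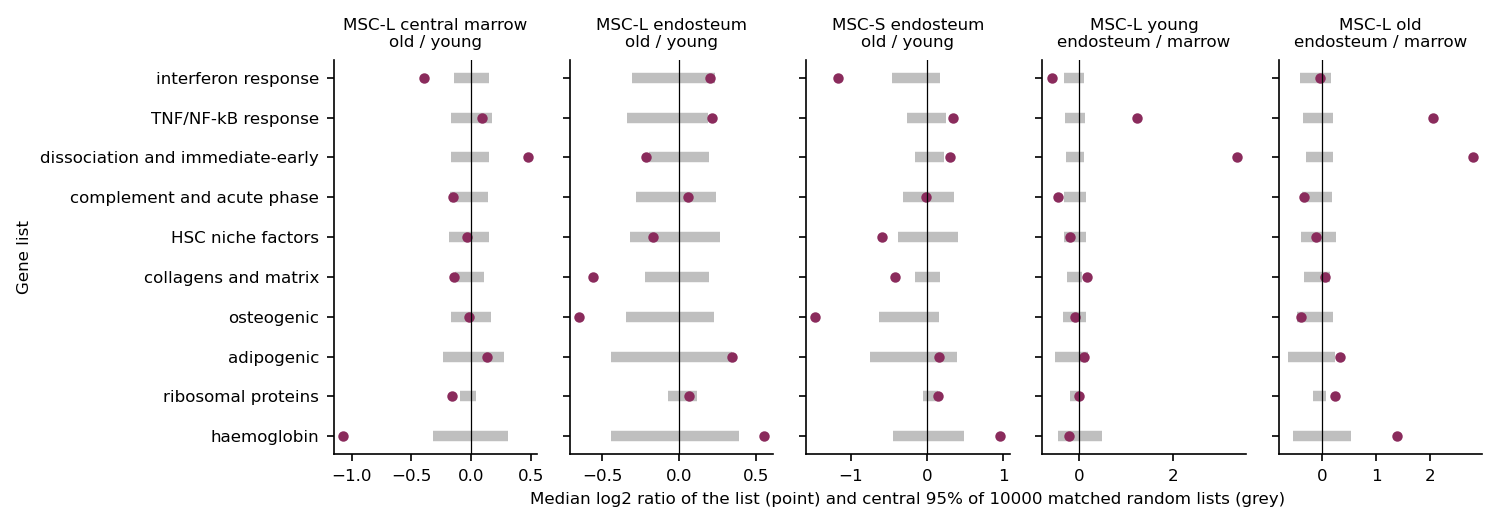
Median log2 ratio of 10 gene lists (points) in 5 class comparisons, with the central 95% of 10000 random lists matched on expression as grey bars; each panel has its own horizontal scale. The interferon median was -0.40 in old over young MSC-L-like cells of central marrow and -1.17 in MSC-S-like cells of the endosteum, and the dissociation median was 3.34 between locations in young mice.

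The IL-1 genes were followed because the study asks which cells make and sense this cytokine. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was found almost entirely in hematopoietic cells, which held 748 of 755 UMIs in young central marrow, 497 of 501 in old central marrow, 76 of 77 in young endosteum and 246 of 248 in old endosteum. Neutrophils of central marrow held 185 CPM [169, 201] in the young and 247 [224, 273] in the old library, and the 30 neutrophils of the old endosteum held 889 [758, 1035]. In central marrow the class joined mainly a cluster led by Camp and Ngp (206 young and 154 old cells) and another with Il1b among its leading genes (134 and 151). Whether this make-up accounts for the Il1b difference was not tested. In the young endosteum 5 neutrophils held 51 Il1b UMIs, or 3234 CPM [2408, 4253]. Of the 30 old endosteal neutrophils, 19 lay in a cluster led by Cxcl2, G0s2 and Cd14 that held 4 young endosteal and 0 central marrow cells. MSC-L-like cells held 7, 4, 0 and 0 Il1b UMIs in the 4 libraries. At 8.95 CPM [3.60, 18.4] in young and 1.82 [0.497, 4.67] in old central marrow these values overlapped those of erythroid cells (4.35 and 3.83), and are read as background. Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494), which encodes the IL-1 receptor antagonist, was at 167 CPM [140.0, 199] in young and 109 [95.6, 124] in old central marrow MSC-L-like cells. At the endosteum it was at 282 [226, 348] in young and 272 [182, 391] in old MSC-L-like cells. With every cell thinned to 2000 UMIs, 17.8% and 18.5% of young and old central marrow MSC-L-like cells had an Il1rn UMI, beside 0.177% and 0% (up to 0.397%) of erythroid cells. Without thinning the shares were 37.9% and 23.1% in MSC-L-like cells, at median depths of 4301.5 and 2957 UMIs, and 0.974% and 0.395% in erythroid cells, at 27141 and 14043 UMIs. The receptor gene Il1r1 (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) was at 102 [81.1, 127] and 70.7 [60, 82.8] CPM in young and old central marrow MSC-L-like cells, and at 141 [102, 190] and 93.8 [45.0, 173] at the endosteum. After thinning, 19.0% and 14.4% of young and old central marrow MSC-L-like cells had an Il1r1 UMI, beside 0% (up to 0.266%) and 0.397% of erythroid cells. Without thinning the shares were 34.5% and 20.5% in MSC-L-like cells and 2.21% and 1.98% in erythroid cells. Tnf had 0 UMIs in MSC-L-like cells of every library. Of 12 Tnf UMIs in the young endosteum, 10 lay in stromal cells, with 8 in 5 of 755 osteochondral cells (1.57 CPM [0.679, 3.10]) and 2 in 1 EC.

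**Figure D4:**
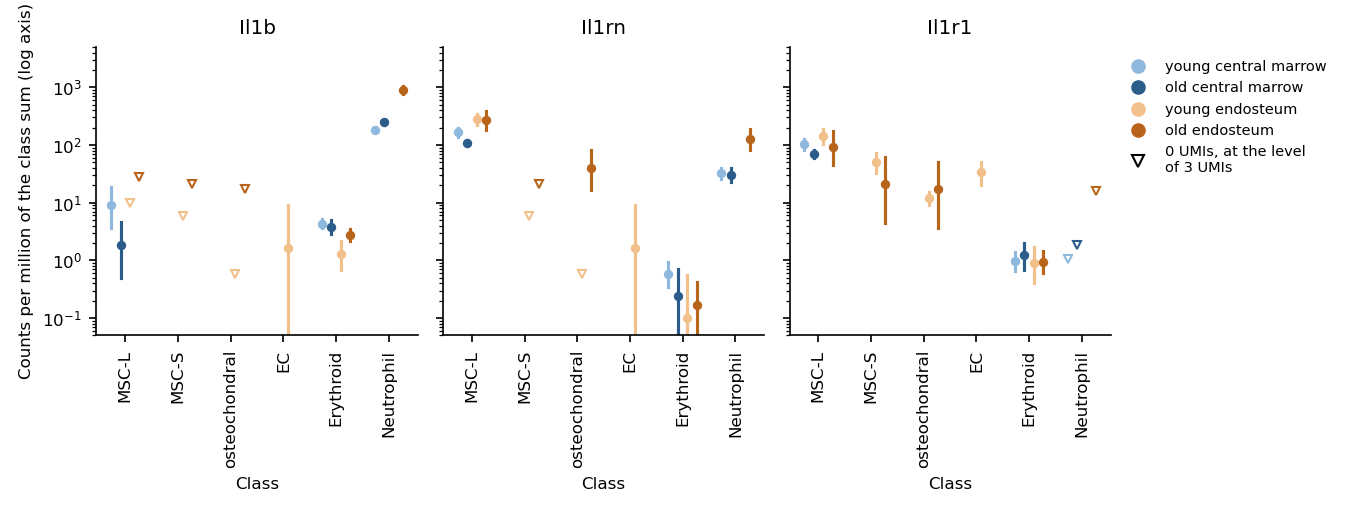
CPM of Il1b, Il1rn and Il1r1 (log axis) per class and library, for classes with at least 20 cells; points are values, lines exact 95% intervals, and open triangles classes with 0 UMIs at the level of 3 UMIs. Il1b stood at 185 and 247 in young and old central marrow neutrophils, and Il1rn at 167 and 109 in MSC-L-like cells of the same libraries.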

Values the study reported

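The study selected the top 2,300 barcodes for both central marrow libraries and the young endosteum, and 2,858 for the old endosteum. It estimated and removed 757 doublets. It kept 8,735 cells after quality control. Of these it took 2378 as stromal, made up of 188 from young central marrow, 726 from old central marrow, 1320 from young endosteum and 144 from old endosteum.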

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

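The first results in this part were flagged because old and young libraries differed in opposite directions at the 2 locations, by the stromal share, by gene list medians outside the central 95% of random lists at both locations, or, for genes among the 12 highest or lowest, by intervals that exclude 0 at both. The differences between locations were not tested, and the tests of expression in endosteal MSC-L-like cells by age and of depth as the whole cause, and the rule for genes, were chosen only after results were seen. The neighbour and S100a8 results that follow are patterns weighed against technical explanations.

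The stromal share of cells was 23.7 percentage points higher in the old than in the young library of central marrow, and -52.3 points apart, old minus young, at the endosteum. The dissociation and immediate-early list in MSC-L-like cells had an old over young median of 0.47 in central marrow and -0.21 at the endosteum. The haemoglobin list in the same cells had medians of -1.07 and 0.55, but with doublets kept both were 0.58, in the same direction. Also in these cells, old over young, Cxcl10 was at -2.73 in central marrow and 4.42 at the endosteum, Cxcl9 at -1.15 and 2.12, and Iigp1 at -0.71 and 1.69. Efna5 was at 0.72 in central marrow and at -1.81 or lower at the endosteum, with 0 UMIs in the old library.

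Central marrow MSC-L-like cells parted by age, since in equal samples of 174 cells per library 83.9% of the 10 nearest neighbours of a cell came from its own library, where 50% is chance and 48.9% was found for random parts of the old library. Without hematopoietic marker, haemoglobin and immunoglobulin genes the share was 83.2% (81.1% to 85.0% over 20 draws). That argues against free RNA of those genes as the whole cause. Other genes that hematopoietic cells express stayed in, so free RNA of those was not tested. Of the central marrow neighbours of endosteal MSC-L-like cells, 67.4% [47.9, 83.3] were old for old cells and 23.9% [15.3, 34.4] for young cells, a difference of 43.5 points, which argues against an effect of the 2 central marrow libraries alone, and Ddx3y levels within a ratio of 1.06, with 0 Xist UMIs in both, argue against the sex of the animals. With cells thinned to 2000 UMIs the share was 76.1% (73.0% to 78.6%), over 60% in every draw, which argues against depth per cell as the whole cause, but a part of depth per cell cannot be told apart from age, because the share lay between the 60% and 80% set in advance. Age, any difference between animals and processing steps common to both old libraries stay open as untested explanations.

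In central marrow MSC-L-like cells, S100a8 and S100a9 (811 and 484.5 CPM in young, 513 and 312 in old) may be free RNA from neutrophils. Per cell, MSC-L-like cells held 0.168 [0.155, 0.182] of the S100a8 UMIs of erythroid cells in young and 0.293 [0.275, 0.313] in old central marrow, under the range set for free RNA and far under that set against it. Erythroid cells are several times deeper, and in CPM their S100a8 levels were 843 in the young and 355 in the old library. At the endosteum, where neutrophils were few, S100a8 was lower in both classes. It was at 32.8 and 93.8 CPM in young and old endosteal MSC-L-like cells and at 7.74 and 81.7 in erythroid cells. In central marrow, to which the next values belong, both classes thus held more. The ratio of S100a8 to S100a9 was 1.67 in MSC-L-like cells, 1.45 in erythroid cells and 1.56 in neutrophils of the young library, and 1.65, 1.71 and 1.74 in the old library. Free RNA and expression by MSC-L-like cells cannot be told apart here, since the range set did not allow for depth.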

How the results depend on the processing

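Tests at Scrublet's automatic threshold, with the unnamed MSC-S cluster, without the EC cluster of 1 library and in the largest MSC-L cluster alone, and every test of expression in endosteal MSC-L-like cells by age, were chosen only after results were seen. No paired analysis was possible because each group has replicate 1 only. Of 874 list medians at other settings, 812 stayed within the bootstrap interval of their value, 53 moved and 9 reversed. Of 1455 values of named genes, 1309 stayed within the counting interval, 139 moved and 7 reversed, with genes at 0 UMIs at their bounds. Of 692 shares 580 stayed and 112 moved, and of 198 IL-1 values 169 stayed and 29 moved. The median of all genes shifted by -0.11 with DESeq2 size factors in MSC-S by age and by 0.10 in MSC-L by location in young mice. A minimum of 1000 UMIs removed no barcode. The alternatives of the EC comparisons were not run. Old endosteal classes held few cells, with 30 MSC-L-like cells, 32 MSC-S-like cells, 11 EC and 9 Prc. The cause of these moves was not tested. Stromal shares are percentages of stromal cells, and list and gene values are log2 ratios.

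With markers and no clusters, neutrophils were 18.9% of young central marrow, MSC-L 92.9% of old central marrow stroma, erythroid cells 37.9% of old central marrow and 93.1% of old endosteum, MSC-S 19.4% and 51.0% of young and old endosteal stroma, osteochondral cells 55.4% and 14.1%, and neutrophil Il1b was at 132 and 193 CPM in young and old central marrow. With doublets kept, MSC-L was 92.8% of old central marrow stroma, the young endosteal stromal share 60.3%, MSC-S 13% and 47.0% of young and old endosteal stroma, and old central marrow neutrophil Il1b 216 CPM. In the same setting the haemoglobin list was at 0.58 (MSC-L by age, central marrow); Fbn1 at -0.10, the osteogenic list at -1.04 and collagens at -0.68 (MSC-S by age); Chad at 1.07, Fn1 at 0.62, Sparc at 0.13, Ibsp at 0.28, the osteogenic list at 0.32 and ribosomal proteins at -0.0049 (MSC-L by age, endosteum); and the osteogenic list at 0.29 (MSC-L by location, old). At Scrublet's automatic threshold the values were 92.8% for MSC-L in old central marrow, 60.4% for the young endosteal stromal share, 14.5% and 50.3% for MSC-S in young and old endosteum, and 58.5% for young osteochondral cells. At a mitochondrial limit of 10%, MSC-S was 14.5% and 47.3% and osteochondral cells 58.6% and 13.8% of young and old endosteal stroma, and Prc 11.4% of old endosteal stroma. At higher resolution MSC-L was 82.6% and 90.7% of young and old central marrow stroma. With the unnamed cluster, MSC-S was 13.1% and 46.0% of young and old endosteal stroma, Fbn1 was at -0.18, collagens at -0.76 and the dissociation list at -0.014. Without the EC cluster of 1 library, EC were 6.74% of young endosteal stroma. In MSC-S by age the osteogenic list was at -1.72 as a mean of per-cell values and -1.23 in thinned cells, and collagens at -0.26 in thinned cells. In MSC-L by age at the endosteum, ribosomal proteins were at -0.018 with TMM factors and -0.037 in the largest cluster. In that cluster, by location in young mice, Irf1 was at -0.069, the TNF list at 0.26, interferon at -0.32 and dissociation at 1.75, and in old mice HSC niche factors were at 0.033, TNF at 0.14, dissociation at 0.72 and oxidative phosphorylation at 0.027.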

Other observations

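In this part the test of where Il1b UMIs lay was chosen only after the result was seen. In central marrow MSC-L-like cells, the remaining gene lists had the following values by age. Medians, old over young, were 0.14 for the IL-1 axis (percentile 71.8), -0.16 for complement and acute phase genes (5.11), -0.27 for chondrogenic genes (8.64), -0.07 for apoptosis genes (25.3) and 0.03 for nuclear oxidative phosphorylation genes (94.1). Endothelial lists, not typical of these cells, had medians of 0.11 for endocytosis, -0.08 for adhesion, -0.27 for sinusoidal and -0.24 for arteriolar genes. The 13 genes of the mitochondrial genome had a median of -0.32 (percentile 0.075). Class II genes had a median of 0.72 (percentile 97.6) with 2 of 4 genes higher, immunoglobulin genes 0.10 over 5 genes and sex-linked genes 0.07 over 4.

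Megakaryocytes, the platelet-forming cells, held most Il1a UMIs in central marrow. They had 14 of 16 UMIs in the young library (90.1 CPM over 17 cells) and 12 of 12 in the old library (95.8 CPM over 22 cells), beside 0 UMIs in MSC-L-like cells. In young central marrow they were 0.822% of cells and in old central marrow 1.04%, and none were called at the endosteum. T and NK cells were 0.193% of young and 1.18% of old central marrow cells, and stem and progenitor cells 1.93% and 1.18%. Dendritic cells were 0.967% and 0.424%, and basophils 0.822% and 0.330%. With doublets kept, dendritic cells were 3.1% of young central marrow, and no class of stem and progenitor cells was named.

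Across locations, the age differences of MSC-L-like cells were shared in part. Of the 12 genes highest in old central marrow cells, 6 had at least 10 UMIs at the endosteum, and 5 of these were higher in old endosteal cells too. Of the 12 lowest, 11 were measured and 9 were lower. Over 614 genes with at least 100 UMIs in each comparison, the log2 ratios had a Spearman correlation of 0.249 and a Pearson correlation of 0.193. This is a correlation across genes, which are not independent replicates, between comparisons that share no library. The comparisons may still share animals, because the study's caption counts the mice for both fractions together. It counts a single old mouse, so by that count both old libraries came from the same animal, and agreement between locations is not independent.

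A hypothesis was that Il1b in the old endosteum library comes from hematopoietic cells that passed the sort. Of its 248 UMIs, 99.2% [97.1, 99.9] lay in hematopoietic clusters, with Il1b at 889 CPM in 30 neutrophils, but this count prompted the hypothesis and cannot support it. The sort removed CD45-positive cells, which neutrophils are, so these may be cells that escaped the gate. Expression by stromal cells under the depth reached here was not excluded, as 0 UMIs in 30 MSC-L-like cells allow up to 28.1 CPM. The 150 old endosteal stromal cells held 0 Il1b UMIs, but only 31 were osteochondral and 11 EC. By qRT-PCR the study reported higher Il1b in the old endosteal stromal fraction. By plate-based sequencing it reported a rise in endosteal osteoprogenitors, arteriolar EC and marrow MSC-L. Those assays were not analysed here.

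Doublets removed here numbered 500. That is lower than the value quoted from the study above.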
